A study of Mus musculus with 186 samples.

How the data were processed

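RNA was measured by bulk sequencing in 186 libraries from the brains of Akap11 mutant mice. Akap11 encodes an A-kinase anchoring protein, which tethers protein kinase A (PKA). Per the labels' protocols, frozen brains were dissected in a cryostat, RNA was prepared with the RNeasy Mini Kit, and 200 ng of total RNA per sample entered the Illumina TruSeq Stranded mRNA kit. The labels name 6 regions, here given in the order prefrontal and then somatosensory cortex, hippocampus, striatum, thalamus and substantia nigra. They name 2 ages, 4 and 12 weeks, and 3 genotypes, wild type (WT), Akap11 +/- (HET) and Akap11 -/- (KO). This gives 36 groups, of which 30 hold 5 libraries and 6 hold 6. Libraries were grouped by these labels alone.

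The deposited values are expected counts, meaning estimated counts per gene that need not be whole, in a single table of 28338 gene symbols by library. Of the values above 0, 77.9% were not whole numbers. The aligner, the counting program, the genome build and the annotation are not given in the sources used here, and neither is whether the counting used the strand. Genes that overlap, antisense genes and near-identical gene copies are therefore reported as uncertain. A total of 2991 genes were at 0 in every library, and 0 columns were left without a sample. The total per library ranged from 20.8 to 73.3 M. That depth sets the precision for weakly expressed genes, and the spread between animals sets it for the rest. In 16 of the libraries at 4 weeks, at most 5.55% of the values above 0 were whole numbers, against at least 17.3% in the others. The cause of that split is not given in the sources used here, and it is treated below as a library subset. Genes were placed on GRCm38 by matching their symbols to the GENCODE M21 annotation, for which 95.5% of the symbols matched. The table names no build, so these positions describe the symbols and not the counting. Coordinates are 1-based.

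Expected counts were rounded to whole numbers. For each region and age, the libraries of the 3 genotypes were fitted together with edgeR 4.0.16 in R 4.3.3, using TMM scaling, filterByExpr by genotype, estimateDisp, glmQLFit and glmQLFTest, with no covariate. KO and HET were each compared with WT. The p-values were adjusted by the Benjamini-Hochberg method within each comparison, and a gene was called at an adjusted p under 0.05. Counts per M (CPM) are TMM-scaled within the region and age. The standard error (SE) of a log2 fold change was taken as its size divided by the square root of the F statistic. The difference in KO effect between ages was tested in one fit per region over both ages. The difference between striatum and the mean of the other 5 regions was tested in one fit per age over all regions. All adjusted p-values below come from these edgeR tests unless another tool is named.

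There were 17 gene lists, written before the data were examined from general knowledge. They cover PKA subunits and AKAP11 partners, activity-regulated early genes, direct-pathway, indirect-pathway and pan striatal projection neuron genes, dopamine, cortical and hippocampal excitatory, and thalamic neuron genes, myelin and oligodendrocyte, astrocyte, microglia, endothelial and choroid plexus genes, sterol synthesis, postsynaptic density, oxidative phosphorylation and cytosolic ribosomal protein genes. Lists with at least 5 tested members were tested with camera in limma 3.58.1 at its preset inter-gene correlation of 0.01, adjusted over the 204 pairs of list and comparison within each genotype. The mean log2(CPM + 1) of a list is called its score. The choice of tests, lists, alternatives and genes to name was made before the data were examined, except where stated.

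The genes named are Akap11 and the 10 other genes called in the same direction in the largest number of the 12 KO comparisons. Of these 10, Pmepa1 was called in 3 comparisons and each of the others in 2. Ties were broken by mean absolute change over the comparisons in which a gene was tested, which favours genes tested in striatum alone. Also named are the 5 largest rises and 5 largest falls in striatum at each age. These last had to be called, to have an average log2 CPM of at least 1 and to show no overlap between KO and WT libraries. The same rule gave the largest rise and fall elsewhere and the largest HET change. The 2 largest called differences of each difference test, and up to 2 called members of each list in striatum, were also named. Other genes named below were chosen after their values were seen. Some genes that this rule names are not reported here.

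Results were recomputed under other settings where these applied, and not every setting was run for every result. The settings were relative log expression size factors, no low-count filter, DESeq2 1.42.0, and only the 2 genotypes compared in the fit. Further settings were 1 surrogate variable from sva 3.50.0, the replicate number as a block at 12 weeks, and leaving out each library in turn. The striatum difference was refitted with limma-voom and the animal as a random block, taking libraries of 1 genotype and age with the same replicate number as 1 animal. The labels do not state this. Gene lists were tested again with fry and with an estimated correlation. A sex-marker covariate was planned but not used, since every library had at most 0.201 CPM of Xist and at least 10.5 CPM of Ddx3y. Added after the data were seen were a library subset covariate, a cortical marker covariate for striatum, and both together. Pairs of replicates were checked with a chi-square test over genes with at least 20 reads, and no pair had a value near that of repeated counts of 1 library.

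The procedures were tested on simulated counts drawn from the real means and library sizes, with a seeded set of 200 genes changed by known amounts. Each gene was drawn independently, at the spread that edgeR estimated from the real libraries. That spread follows the model of edgeR, so the shares of false calls do not rank edgeR and DESeq2 fairly. In the simulated comparison of KO with WT in 4-week striatum over 15328 genes, edgeR recovered 82% of changes of 1 on the log2 scale and 44.4% of changes of 0.5, and 5.26% of its calls were false, against 18.1% for DESeq2. At 12 weeks over 15478 genes it recovered 78.8% and 57%, with 4.26% false calls and 18.0% for DESeq2. In 4-week substantia nigra over 16136 genes it recovered 45.5% and 7.07%, with 7.14% false calls and 24.3% for DESeq2, and in 12-week substantia nigra over 16368 genes it recovered 80.8% and 67.7%, with 6.37% and 16.4%. The age difference in striatum recovered 68.7% and 29% over 15863 genes. The striatum difference recovered 68% and 31.6% over 17191 genes at 4 weeks, and 74.7% and 49.0% over 17415 genes at 12 weeks. In a simulation of 12-week striatum over 15483 genes with 16 lists, a list moved by 0.3 on the log2 scale was found by camera at an adjusted p of 5.9e-78 and by fry at 5.3e-12, and 0 other lists were called by camera or by fry. Means and library sizes carry no correlation between genes. The absence of other calls therefore does not test the preset correlation of camera.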

Results

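The study profiled 186 libraries of RNA from 6 brain regions of WT, HET and KO mice, 96 at 4 weeks of age and 90 at 12 weeks. Each group of region, age and genotype held 5 or 6 libraries. The deposited expected counts summed to between 20.8 and 73.3 M counts (M, mega) per library, with a mean of 46.1 ± 9.60 M (SD, n = 186). The 10 most abundant genes took 3.18% to 8.64% of the counts of a library. In 390 pairs of replicate libraries the lowest chi-square per degree of freedom was 8.36, so every library was counted as its own sample. The region labels were checked with marker scores. The pan striatal score was higher in all 30 striatal libraries than in any other library, and the dopamine neuron score was higher in all 32 substantia nigra libraries, the lowest at 2.64 against at most 2.07 elsewhere. The thalamic score placed 29 of 31 thalamic libraries above every other library, with the lowest thalamic library at 7.35 and the highest other library, from substantia nigra, at 7.51. In 4-week thalamus the score was 7.39, 7.35 and 7.54 in WT 913, WT 914 and WT 23, and 8.27 to 8.40 in the other WT libraries. It was 8.16 to 8.40 in KO and 8.21 to 8.76 in HET. Comparisons with WT in 4-week thalamus may therefore reflect dissection in part. In 4-week substantia nigra the dopamine neuron score ranged from 2.64 in WT 42, 3.24 in KO 44 and 3.89 in KO 91 to 7.56, and WT 42 and KO 91 had thalamic scores of 7.51 and 7.23.

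Akap11 was measured first, since it checks the genotype labels. It lies on chromosome 14 from 78492246 to 78536808 on the minus strand of GRCm38, where the annotation gives a protein-coding gene with a longest transcript of 9364 bases. The KO libraries were lower than every WT and every HET library in 12 of 12 sets of region and age. The log2 fold change, KO against WT, ranged from -4.30 to -3.65, with SE between 0.08 and 0.32, which left 5.08% to 7.98% of the WT level. The largest adjusted p was 1.95e-05. In striatum, Akap11 stood at 373 ± 20.4 CPM in WT, 192 ± 10.1 in HET and 19.0 ± 1.83 in KO at 4 weeks (SD, n = 5), and at 338 ± 28.7, 182 ± 7.44 and 20.9 ± 3.38 CPM at 12 weeks (SD, n = 5). HET libraries were lower than every WT library in 11 of 12 sets. The HET change ranged from -0.99 to -0.69, or 50.2% to 61.8% of the WT level, and was called in 10 of 12 comparisons.

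**Figure D1:**
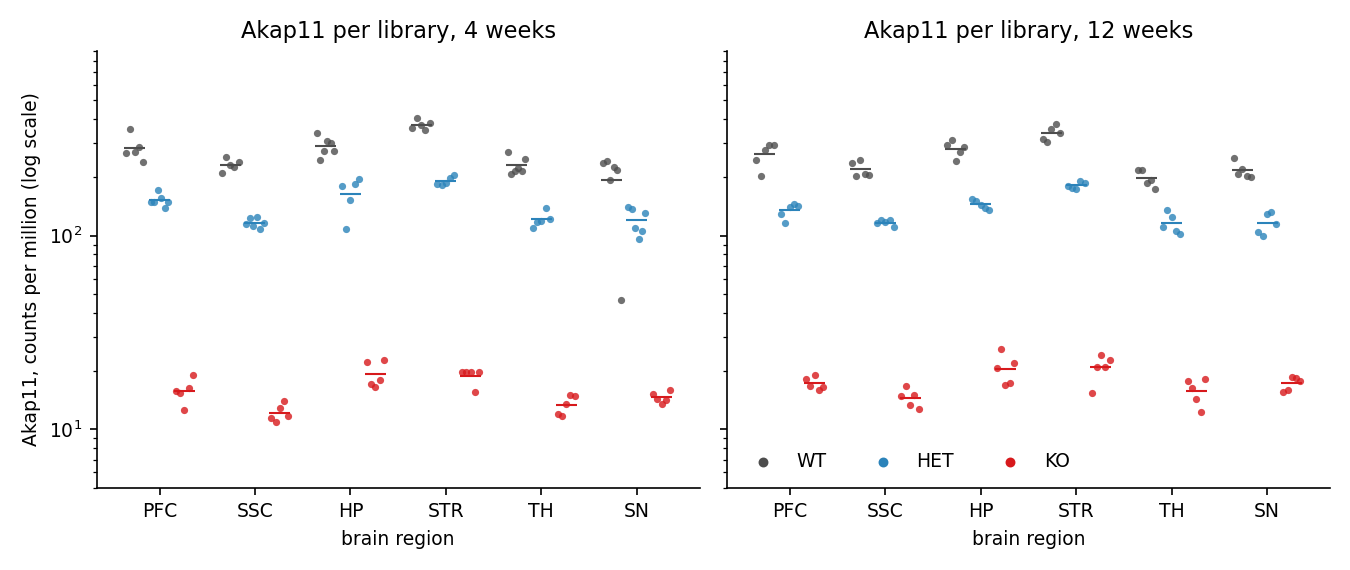
Akap11 in each library, in counts per M on a log axis, by region and genotype at each age; each point is 1 library and each short line is the mean of a group (SN, substantia nigra; TH, thalamus; STR, striatum; HP, hippocampus; SSC and PFC, somatosensory and prefrontal cortex). KO libraries lie below all others in every region, and the library labelled WT 92 in 4-week substantia nigra stands at 46.7 CPM, apart from the other WT libraries of its group at 195 to 243.

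The exception was in 4-week substantia nigra, where the library labelled WT 92 held 46.7 CPM of Akap11. The other WT libraries of that group held 195 to 243 CPM, the HET libraries 96.7 to 140 and the KO libraries 13.5 to 15.9. With all libraries in the fit the HET change was -0.69 ± 0.26 (SE) with an adjusted p of 0.548. Without the library labelled WT 92 it was -0.89 with an adjusted p of 0.00140. The HET change in 4-week hippocampus was -0.82 ± 0.14 (SE) with an adjusted p of 0.273. Directions drawn from 4-week substantia nigra rest in part on the library labelled WT 92 and on libraries with low dopamine neuron scores.

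The comparison of KO with WT in each region asked where loss of Akap11 changed the transcriptome. In striatum, 516 of 15425 genes were called at 4 weeks, 246 higher and 270 lower in KO, and 691 of 15622 at 12 weeks, 285 higher and 406 lower. Apart from Akap11, the median absolute log2 fold change of the called genes was 0.54 at 4 weeks and 0.42 at 12 weeks. Changes above 1 in size were found in 107 genes at 4 weeks, 57 of them lower, and in 117 at 12 weeks, 87 of them lower. KO and WT libraries did not overlap in 560 of the 15425 genes tested at 4 weeks and in 875 of the 15622 at 12 weeks, where chance alone would give 0.794% of genes. Of the called genes, which the test itself selects for separation, 371 of 516 and 538 of 691 did not overlap. At 4 weeks the setting that moved the count most as a ratio was the fit of only the 2 genotypes compared, which called 174 genes, and at 12 weeks it called 567. DESeq2 called 978 and 1031. The 4-week count also depended on single libraries. It was 263 without WT 914, 300 without WT 42, 296 without WT 142, 312 without KO 51, 320 without KO 161 and 1141 without KO 12. The 12-week count was 428 without KO 5.

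**Figure D2:**
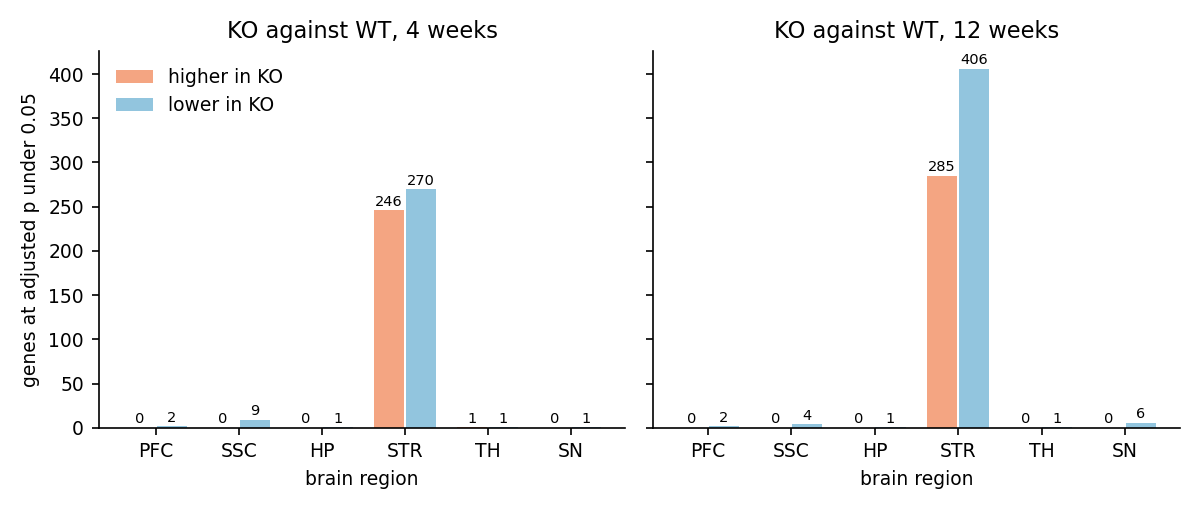
Number of genes higher or lower in KO than in WT at an adjusted p under 0.05 (edgeR), by region, at each age; bars start at 0. Striatum had 516 called genes at 4 weeks and 691 at 12 weeks, and the other regions had 1 to 9.

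In the other 5 regions, 2 genes were called in prefrontal cortex, 9 in somatosensory cortex, 1 in hippocampus, 2 in thalamus and 1 in substantia nigra at 4 weeks. At 12 weeks the counts were 2, 4, 1, 1 and 6. Akap11 was among them each time. DESeq2 called 132, 45, 9, 200 and 29 genes at 4 weeks and 12, 17, 4, 16 and 13 at 12 weeks. Single libraries decided several of these counts. Prefrontal cortex at 4 weeks had 193 calls without KO 44 and 5 without WT 142. Somatosensory cortex at 4 weeks had 42 without WT 142 and 16 without KO 163, and 1 or 2 without any of the other 8 libraries. Hippocampus at 4 weeks had 3 without KO 161 and 2 without WT 914, thalamus 129 without WT 142 and 1 without KO 161, and substantia nigra 3 without KO 91. At 4 weeks prefrontal cortex had 1 without any of WT 913, WT 914, WT 23, KO 12, KO 932 and KO 161. At 12 weeks prefrontal cortex had 4 without KO 2 or KO 5 and 1 without any of KO 1, KO 3, KO 4, WT 3 and WT 4, and somatosensory cortex had 2 without any of KO 1, KO 2, KO 3, KO 4, WT 3, WT 4 and WT 5. Hippocampus had 3 without KO 5, and thalamus 4 without KO 5 and 2 without WT 5. Substantia nigra had 11 without WT 1, 3 without WT 5 and 2 without any of WT 2, WT 3, KO 3 and KO 4.

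Among the genes called outside striatum were Col18a1, higher in 4-week thalamus by 1.52 ± 0.20 (log2, SE) with an adjusted p of 0.0118, at 45.2 ± 12.8 CPM in KO (SD, n = 5) against 15.8 ± 3.58 in WT (SD, n = 6). It lies on chromosome 10 from 77052178 to 77166548. Without KO 161 its change was 1.47 with an adjusted p of 0.0611. The following genes were named after their values were seen. In 4-week somatosensory cortex all 8 genes called besides Akap11 were lower in KO, namely Arc (-1.99), Trib1 (-1.05), Dusp5 (-0.98), Spry4 (-0.88), Arid3b (-0.62), Kdm6b (-0.62), Frmd6 (-0.62) and Irf2bp2 (-0.52), with adjusted p from 0.0223 to 0.0451. At 12 weeks, 0 of these 8 changed with the same sign. Hes1 was lower in 4-week prefrontal cortex (-0.78, adjusted p 0.0422). At 12 weeks Sccpdh was lower in prefrontal cortex (-0.42, adjusted p 0.0249), and Ccdc3 (-0.60, 0.00297), Prkar1a (-0.25, 0.0398) and Wfs1 (-0.42, 0.0398) in somatosensory cortex. Gm21685 (-0.84, 0.0142), Fam210b (-0.60, 0.0163), Vill (-1.08, 0.0163) and Gsg1l (-0.50, 0.0292) were lower in 12-week substantia nigra.

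Of the genes called in the striatal comparisons, Egr2 showed the largest fall after Akap11 at both ages under the naming rule. It lies on chromosome 10 from 67535475 to 67542188 and is protein-coding. Egr2 stood at 3.46 ± 1.57 CPM in KO against 40.4 ± 18.8 in WT at 4 weeks (SD, n = 5), a change of -3.53 ± 0.39 (SE) with an adjusted p of 8.5e-05. At 12 weeks it stood at 3.00 ± 2.08 against 23.9 ± 9.87 CPM (SD, n = 5), a change of -2.99 ± 0.45 with an adjusted p of 0.000975. The next falls at 4 weeks were in Fgf3 (-3.03 ± 0.38, adjusted p 0.000288), Htr4 (-2.90 ± 0.26, 1.3e-05) and Tagln (-2.51 ± 0.20, 5.7e-06). At 12 weeks they were in Sec14l3 (-2.81 ± 0.28, 2.3e-05), Abi3bp (-2.56 ± 0.12, 1.5e-09) and Gm12500 (-2.36 ± 0.25, 4.0e-05), the last annotated as antisense and so uncertain.

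The largest rises at 4 weeks were in Gm26825 (2.94 ± 0.52, adjusted p 0.00537), E530001K10Rik (1.69 ± 0.22, 0.000493), Nrip3 (1.52 ± 0.17, 0.000113), Gng4 (1.39 ± 0.14, 2.5e-05) and Tunar (1.28 ± 0.16, 0.000288). Gm26825 did not differ at 12 weeks (0.12 ± 0.41, adjusted p 0.947), and at 4 weeks 4 of the 5 HET libraries held 3.75 to 12.1 CPM of it, within the range of KO (3.49 to 14.9). Nrip3, on chromosome 7 from 109758055 to 109782025, rose from 26.8 ± 8.13 CPM in WT (SD, n = 5) to a mean of 77.2 in KO, where the 5 libraries lay between 56.1 and 92.4. Gng4, on chromosome 13 from 13784059 to 13827896, rose from 15.0 ± 3.34 to 39.5 ± 6.18 CPM (SD, n = 5). At 12 weeks the largest rises were in Mxd3 (1.88 ± 0.40, 0.0125), Has3 (1.74 ± 0.15, 4.3e-06), E530001K10Rik (1.68 ± 0.16, 1.1e-05), Apold1 (1.58 ± 0.41, 0.0356) and A830036E02Rik (1.32 ± 0.24, 0.00394). A830036E02Rik is annotated as antisense and is uncertain, and E530001K10Rik had no match in the annotation. The Apold1 call was lost without any of 7 of the 10 libraries, with the adjusted p reaching 0.0921 without KO 4. These genes are the ones without overlap between KO and WT libraries, so all 5 KO libraries showed each direction.

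**Figure D3:**
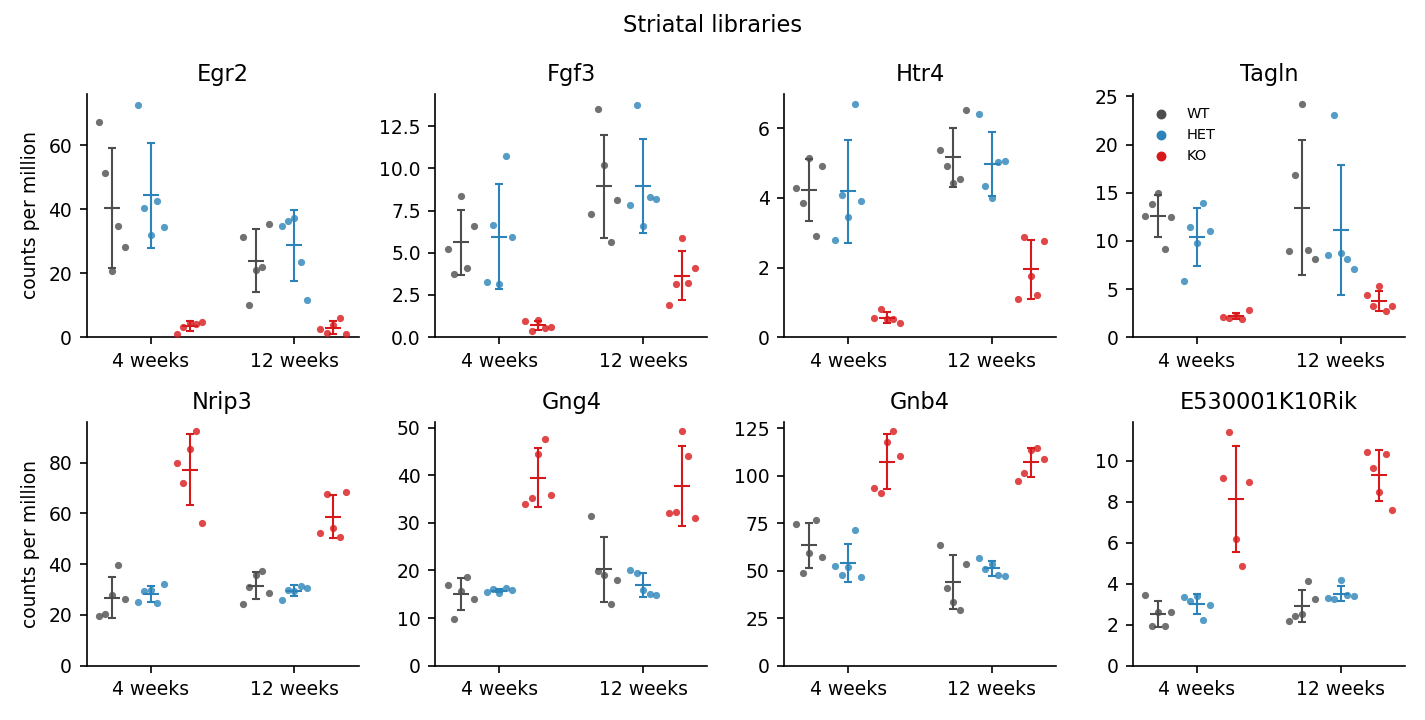
Counts per M of 8 genes in each striatal library at 4 and 12 weeks; each point is 1 library, and the line and bar are the mean and SD of a group. At 4 weeks KO libraries lie below all WT libraries for Egr2, Fgf3, Htr4 and Tagln and above them for Nrip3, Gng4, Gnb4 and E530001K10Rik, and they lie beyond all HET libraries in the same way.

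Several members of the gene lists were called in striatum. Gnb4, a direct-pathway gene on chromosome 3 from 32580332 to 32616585, rose by 0.76 ± 0.14 at 4 weeks (adjusted p 0.00654) and by 1.28 ± 0.16 at 12 weeks (0.000131). Tac1 rose by 0.43 ± 0.09 at 12 weeks (0.0129). Ptprm was lower at both ages (-0.34, adjusted p 0.00505, and -0.36, 0.00788) and Grik3 at 12 weeks (-0.31, 0.00548). Rgs9 (-0.49, 0.00178), Rarb (-0.37, 0.00442) and Camk2b (-0.36, 0.000782) were lower at 12 weeks. At 4 weeks Homer1 (-0.74, 0.0126), Aqp4 (-0.58, 0.0139), C1qb (-0.30, 0.0298), C1qa (-0.35, 0.0433) and Egr1 (-0.89, 0.0463) were lower. The C1qa, C1qb and Egr1 calls were lost without any of 7, 6 and 7 of the 10 libraries, with adjusted p reaching 0.115, 0.0852 and 0.125.

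The list of 13 PKA subunits and AKAP11 partners was summarised as a whole. In striatum its members changed by -0.29 to 0.70 at 4 weeks, 6 of 13 higher, and by -0.34 to 0.22 at 12 weeks, 4 of 13 higher. Over all genes 1 member was called at each age, Pkig at 4 weeks (-0.29 ± 0.07, adjusted p 0.0465) and Gsk3b at 12 weeks (-0.34 ± 0.08, 0.0172). Adjusted over the list alone, 3 members were called at 4 weeks, the others being Pkib (0.70) and Prkar2a (0.43), and 1 at 12 weeks. The Pkig call was lost without any of 7 libraries, with the adjusted p reaching 0.112 without KO 161. It was also lost with relative log expression factors (0.0509), without the filter (0.0545) and with only the 2 genotypes (0.141). The surrogate variable (0.0593) and the library subset covariate (0.0591) removed it as well. The Gsk3b call was lost with the cortical covariate (-0.30, adjusted p 0.0640), but held without each library in turn (largest adjusted p 0.0495).

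The 2 ages came from different animals, so the striatal changes could be compared between independent sets. Of 506 genes called at 4 weeks besides Akap11 and tested at both ages, 480 had the same sign at 12 weeks, or 94.9% (exact 95% interval 92.6% to 96.6%, taking genes as independent, which they are not). Of 685 called at 12 weeks, 629 had the same sign at 4 weeks, or 91.8% (89.5% to 93.8%). Over all 15262 genes tested at both ages the share was 63.9%. Besides Akap11, 220 genes were called at both ages, 87 higher and 133 lower, and all 220 had the same sign, with a Pearson correlation of 0.945 across these genes. Across all genes the Spearman correlation of the changes was 0.389 in striatum, 0.227 in prefrontal cortex, 0.129 in somatosensory cortex, 0.247 in hippocampus, 0.267 in thalamus and -0.212 in substantia nigra. Genes are not independent replicates, so no p-value is attached.

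**Figure D4:**
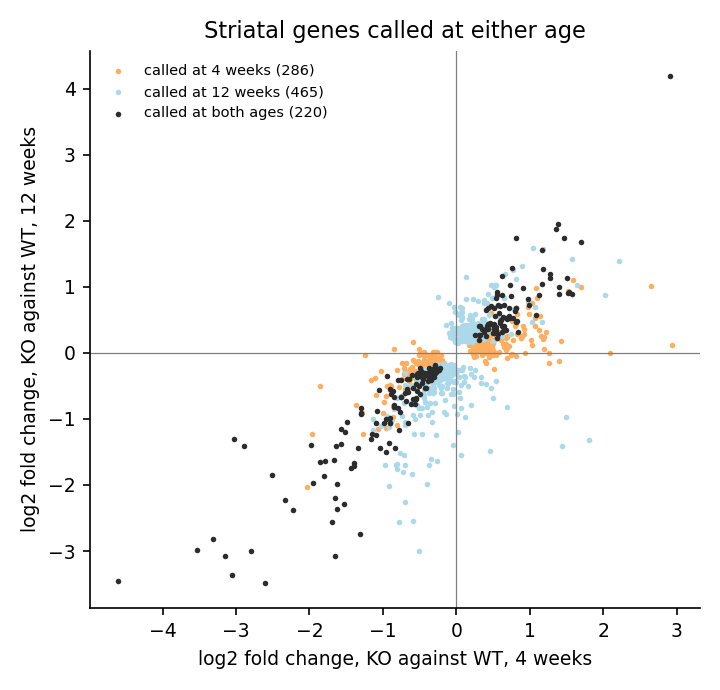
Log2 fold changes, KO against WT, in striatum at 4 weeks (horizontal) and 12 weeks (vertical), for genes called at either age and tested at both, Akap11 left out; each point is 1 gene. The 220 genes called at both ages all lie in the lower left or upper right quadrant.

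The difference in KO effect between 12 and 4 weeks was tested directly. It was called by edgeR for 0 genes in each of the 6 regions. At an unadjusted p under 0.05 there were 843 genes in prefrontal cortex, 468 in somatosensory cortex, 480 in hippocampus, 1090 in striatum, 996 in thalamus and 1261 in substantia nigra. DESeq2 called 1, 1, 2, 2, 2 and 17. The smallest adjusted p by edgeR was 0.0641. In substantia nigra, 3 genes were called without the 4-week library KO 91 and 1 without the 12-week library WT 1.

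Whether the KO effect in striatum differed from the mean of the other 5 regions was tested at each age. At 4 weeks 619 genes differed, 496 with a higher effect in striatum and 123 with a lower one, and 208 of them were among the 516 striatal calls. At 12 weeks 555 differed, 237 higher and 318 lower, of which 388 were among the 691. With limma-voom and the animal as a block, 364 genes were called at 4 weeks, 226 of them higher and 325 shared, and 699 at 12 weeks, 515 shared. The block takes libraries of 1 genotype and age with the same replicate number as 1 animal, which the labels do not state. The estimated correlation within an animal was 0.0374 and 0.114. The 4-week count was 306 without WT 914, 381 without WT 42, 406 without WT 142, 234 without KO 51 and 168 without KO 161.

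The largest differences at 4 weeks were in Cartpt (3.55 ± 0.92, adjusted p 0.0147) and Emx1 (3.45 ± 0.86, 0.00989). In striatum itself Emx1 stood at 3.10 ± 3.03 CPM in KO and 0.491 ± 0.852 in WT (SD, n = 5), so the groups overlapped. Neither was called with the animal as a block, with adjusted p of 0.204 for Cartpt and 0.218 for Emx1. Without KO 161 the Emx1 adjusted p was 0.0891, and without WT 92 the Emx1 difference was 5.67. For Cartpt it was 0.0507 without WT 914, 0.0928 without KO 51 and 0.0546 without KO 161. At 12 weeks the largest were in Ttr (4.59 ± 1.26, 0.0225) and Arhgap36 (2.92 ± 0.63, 0.00150). Arhgap36 was 4.73 without WT 3, and its KO and WT libraries in striatum overlapped, as did those of Ttr. The Ttr value came from 1 library, KO 4, at 16.9 CPM against at most 0.211 in the other KO libraries, and without it the difference was -0.31. With limma-voom and the animal as a block Ttr was not called (1.89, adjusted p 0.861). Its edgeR call was also lost without WT 1 (adjusted p 0.0587), WT 2 (0.0540) or WT 4 (0.0553).

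Cortical and hippocampal excitatory neuron genes differed between striatal libraries at 4 weeks. Their score was 5.62, 5.98 and 5.12 in KO 51, KO 161 and KO 163 and 5.15 in WT 92, against 2.08 to 2.10 in the other 2 KO libraries, 2.10 to 2.73 in the other 4 WT libraries and at most 3.61 in HET. At 12 weeks every striatal library lay between 1.96 and 2.34. The 4-week thalamic library WT 913 had a score of 5.35, against at most 2.96 in the other thalamic libraries of that age. Of the 496 genes with a higher effect in 4-week striatum than elsewhere, 389 (78.4%) were at least 2-fold more abundant in WT cortex than in WT striatum, against 15.6% of all genes tested and 0 of the 123 with a lower effect. Among the 246 genes higher in the striatal comparison itself, 114 (46.3%) were such genes, against 11.0% of all tested. At 12 weeks 70 of the 285 higher genes (24.6%) and 37 of the 406 lower genes (9.11%) were such genes. With the cortical score as a covariate, chosen after the data were seen, 590 genes were called in 4-week striatum, 289 higher, of which 114 (39.4%) were still such genes, and 463 were called at 12 weeks. Of the 220 genes called at both ages, 208 were called at 4 weeks with this covariate.

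**Figure D5:**
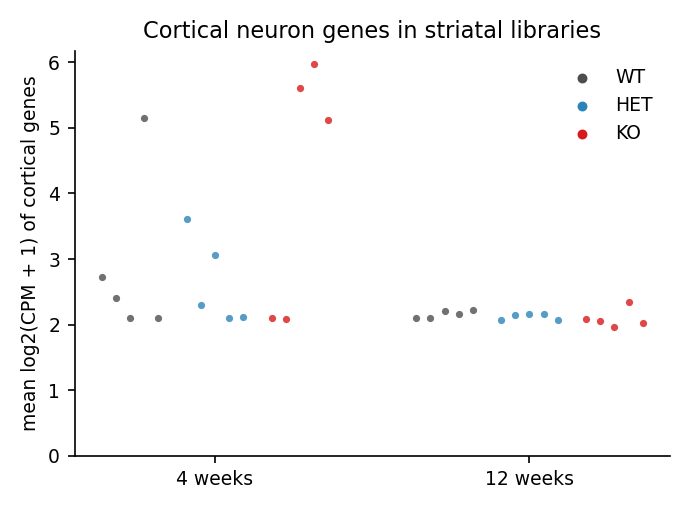
Score of cortical and hippocampal excitatory neuron genes, as mean log2(CPM + 1), in each striatal library by genotype and age; each point is 1 library. At 4 weeks 3 KO libraries and 1 WT library lie above 5, and at 12 weeks all lie between 1.96 and 2.34.

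Gene lists were tested across all regions. For KO against WT, camera called 79 of 204 pairs of list and comparison, 44 of them lower in KO, and for HET against WT 65 of 204. Of these, 1 held under fry and 0 under an estimated correlation in KO, and 0 under either in HET. The call that held under fry was a higher direct-pathway list in 12-week KO striatum, with a median change of 0.07, 7 of 10 members higher and an adjusted p of 0.0365. Its camera adjusted p was 0.00328. The smallest adjusted p was 0.0907 with an estimated correlation in KO, and 0.304 (fry) and 0.633 (estimated) in HET. The median estimated correlation was 0.353, far above the preset 0.01.

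Within striatum, camera called 13 lists in KO, and the values that follow are medians of log2 fold changes. At 4 weeks, lower lists were the indirect-pathway (-0.28), pan striatal (-0.32), astrocyte (-0.14), microglia (-0.18), postsynaptic density (-0.12), oxidative phosphorylation (-0.09) and ribosomal protein (-0.12) lists, and the sterol synthesis list was higher (0.15). At 12 weeks the indirect-pathway (-0.19), pan striatal (-0.15) and postsynaptic density (-0.06) lists were lower, and the direct-pathway (0.07) and ribosomal protein (0.07) lists were higher. All 16 pan striatal genes were lower at both ages. At 4 weeks the pan striatal score was 9.12, 8.90 and 9.42 in KO 51, KO 161 and KO 163, the KO libraries with high cortical scores, and 10.3 and 9.87 in KO 12 and KO 932, against 9.65 to 10.3 in WT, so only those 3 KO libraries lay below the WT range. Over all genes 0 of them were called by edgeR at 4 weeks and 4 at 12 weeks, and 0 and 6 adjusted over the list alone. The ribosomal protein list changed sign between ages. Relative log expression scaling moved the median of all genes in striatal KO by -0.0026 and -0.0041 on the log2 scale. Lists not called by camera in striatum at either age were the PKA (-0.02 and -0.03), early gene (-0.02 and 0.32), dopamine (0.09 and 0.04), myelin (-0.05 and 0.11), endothelial (-0.16 and 0.00), choroid plexus (0.07 and 0.00), cortical (2.10 and -0.07) and thalamic (0.18 and 0.04) lists. The signs of median, mean and test differed in 30 of the 204 KO pairs, 0 of them called.

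Outside striatum, the list of early genes was lower in 4-week KO somatosensory cortex, with a median of -0.64, 1 of 23 members higher, and a camera adjusted p of 1.3e-36. The adjusted p was 0.106 by fry and 0.0907 with an estimated correlation. Over all genes 1 member was called, and 16 adjusted over the list alone. The 16 libraries with few whole-number values included 4 of this region, 2 KO and 2 WT, and with that subset as a covariate, chosen after the data were seen, 7 genes were called there, 6 of them shared.

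HET mice were compared with WT to measure the effect of losing 1 copy. Akap11 was the only gene called by edgeR in 10 of the 12 comparisons, and 0 genes were called in 4-week hippocampus and 4-week substantia nigra. At an unadjusted p under 0.05 there were 1120 and 1443 genes in these, and DESeq2 called 27 and 20. DESeq2 called 387 genes in 4-week thalamus, where edgeR called 91 without WT 142 and 2 without HET 162. Without WT 142, 3 genes were called in 4-week somatosensory cortex, without HET 93, 2 in 4-week striatum, and without WT 92, 1 in 4-week substantia nigra. In 12-week thalamus Akap11 itself was not called without any of HET 1, HET 3, HET 4, HET 5, WT 1, WT 2, WT 3 and WT 4, which left 0 genes called. Over the genes called in striatal KO, the slope of the HET change on the KO change was 0.135 at 4 weeks (515 genes) and 0.0630 at 12 weeks (690 genes). Per HET library it was 0.111 ± 0.0946 and 0.0595 ± 0.0854 (SD, n = 5). Since both changes share the WT libraries, simulated HET groups without any effect gave 0.0671 on average at 4 weeks (range 0.0142 to 0.135 over 20 simulations) and 0.0531 at 12 weeks (0.0202 to 0.101), while a simulated effect of 0.5 gave 0.498 and 0.497. The 12-week striatal slope lay near the mean without effect. The 4-week slope lay at the upper end of the range of the 20 simulations without effect, so a small HET effect there is neither shown nor excluded. Over the 8 genes of 4-week somatosensory cortex the slope was 0.390 (0.351 ± 0.142 per library, SD, n = 6), with -0.0991 to 0.196 in the simulations without effect. These simulations draw each gene independently, so their range is too narrow for genes that vary together, and this slope was not tested against such variation. Over the 5 genes of 12-week substantia nigra it was 0.0506, against 0.0580 on average without effect.

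Apart from Akap11, which was called in all 12 KO comparisons, the gene called most often was Pmepa1. It was lower in striatum at 4 weeks (-0.70 ± 0.13, adjusted p 0.00554) and 12 weeks (-0.60 ± 0.10, 0.00162) and in 12-week substantia nigra (-0.38 ± 0.05, 0.00269). Another 221 genes were called in 2 comparisons. Those reported from these by mean change were lower in striatum at both ages, with WT means between 0.333 and 2.40 CPM. They were Ifi27l2b, Ccr6, Cytip, Ffar3, Gm12930, Sohlh1, Cyp2a5 and Ifi27l2a. Ifi27l2b (-4.61 and -3.45) and Ifi27l2a (-2.22 and -2.37) are adjacent copies on chromosome 12 whose reads the counting can divide between them, and Gm12930 is annotated as antisense, so these are uncertain. The Cyp2a5 call at 4 weeks was lost without any of WT 42, WT 142, KO 51 and KO 161, with the adjusted p reaching 0.0849 without KO 161. The Sohlh1 call was lost at 4 weeks without WT 142 (0.0634) or KO 51 (0.0520), and at 12 weeks without any of 8 of the 10 libraries, with the adjusted p reaching 0.101 without WT 4.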

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

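The tests of the library labelled WT 92, the cortical and library subset covariates and the splits made with them were chosen only after the result was seen. In 194 groups of libraries 12 held a library far from the others, and chance alone gives about 1 in 20.

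Akap11 in the 4-week substantia nigra library labelled WT 92 stood at 46.7 CPM, against 195 to 243 in the other WT libraries. A KO library under a WT label is argued against, since 46.7 CPM lies above the highest KO library at 15.9. Loss of long transcripts in this library may account for it. Among 799 genes with transcripts of like length, 13.1% deviated from the other WT libraries as far down as Akap11 (-2.26 on the log2 scale), with a median of -1.29, where the other WT libraries had medians between -0.10 and 0.06. The 1647 genes with short transcripts had a median of 1.22, and the Spearman correlation of deviation with length across genes was -0.559. A HET library under a WT label was not tested. Akap11 lay below the median of the genes of like length, so such a label stays open beside the loss of long transcripts.

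The KO effect in striatum differed from the mean of the other 5 regions for 619 genes at 4 weeks and 555 at 12 weeks. At 12 weeks 2 of 60 splits of the libraries gave as many genes, the real one and another with 573. That share is under 0.05, but it is not adjusted over both ages and the other split gave more genes than the real one. Chance is therefore not firmly excluded there. At 4 weeks 4 of 60 did, so chance is not excluded. Of the genes with a higher effect in 4-week striatum, 78.4% were at least 2-fold more abundant in WT cortex than in WT striatum, which is consistent with cortical tissue in striatal libraries. The 4-week thalamic library WT 913 also had a high cortical score, 5.35, with a mean of 2.79 in WT and 2.20 in KO thalamus, and a lower KO effect there adds to the same difference. Such tissue may come from dissection. In 4-week striatum the cortical score was 2.10 and 2.08 in KO 12 and KO 932, and 5.15 in WT 92. It thus did not follow genotype, which argues against a change of expression by genotype for the genes of that score. For the other genes such a change stays open. At 12 weeks, where all striatal cortical scores lay between 1.96 and 2.34, 74 of the 237 genes with a higher effect (31.2%) were also more abundant in cortex, against 16.4% of all tested and 12.9% of those with a lower effect. Cortical abundance alone therefore does not show cortical tissue.

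More genes were called in striatum than elsewhere in KO. Deeper libraries are argued against, since 10 of 10 other region and age sets had at least the mean total of striatum. Less spread between libraries is argued against as well, since 5 of 10 had a coefficient of variation at or below that of striatum. Cortical tissue and the 16 libraries with few whole-number values are each argued against as the whole cause, since 590 and 646 genes were called with these covariates. The cortical covariate did not remove all cortical signal, as 114 of the 289 higher genes were still more abundant in WT cortex. The 691 genes called at 12 weeks, where cortical scores were alike, also argue against cortical tissue as the whole cause. Dissection differences other than cortical tissue were not tested. The 12-week striatal library WT 3 had a pan striatal score of 9.59, within the range of KO (9.56 to 9.74). The other WT libraries had 9.79 to 9.99. With the cortical covariate 463 genes were called at 12 weeks, 445 of them among the 691. At 12 weeks 1 of 100 splits gave as many genes, the real one, and the largest other split gave 4. At 4 weeks 9 of 100 did, with up to 2369 genes, so chance is not excluded by the count alone. Against chance for the genes as a set, 480 of 506 of them (94.9%) had the same sign in the 12-week animals, where 63.9% of all genes did. The 8 other such splits all had a larger difference in cortical score (1.53 to 2.76) than the real one (1.28), as did 32 of all 100. Of these 8, 2 placed all 3 striatal libraries with few whole-number values on one side, as did 17 of all 100. With the cortical and library subset covariates together 1015 genes were called, and 1 of 100 splits, the real one, gave as many. At 12 weeks the split counts argue against chance for the number of genes called. All 220 genes called at both ages, besides Akap11, had the same sign in different animals. These values go with a KO effect in striatum. Since other dissection differences were not tested, genotype is not shown to be the only cause. At 4 weeks the genotype effect stays open beside cortical tissue and the library subset.

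The 4-week prefrontal cortex library KO 161 had a total of 68.9 M counts, against 35.0 to 36.7 in the other KO libraries, and the 4-week striatal library KO 161 had 15.7 CPM of Akap11 against 19.7 to 19.9. In 4-week striatum WT 92 held 0.440 CPM of Ifi27l2b (0.642 to 0.677 in the others) and 2.00 CPM of Emx1 (0.0275 to 0.315), KO 51 held 16.6 CPM of Tunar (11.0 to 12.6), and KO 163 held 70.6 CPM of Aqp4 (41.5 to 49.6). In 12-week striatum KO 1 held 0 CPM of Sohlh1 (0.181 to 0.220), WT 2 held 16.6 CPM of A830036E02Rik (26.3 to 28.6), WT 5 held 6.05 CPM of Gm12500 (3.65 to 4.25), KO 4 held 16.9 CPM of Ttr (0.0220 to 0.211) and WT 3 held 4.48 CPM of Arhgap36 (0.223 to 0.405). The cause of these single values was not tested, and no biological explanation was tested for them.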

How the results depend on the processing

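The cortical and library subset covariates were chosen only after seeing the data. The cause of the changes below was not tested unless stated. Relative log expression size factors and the absence of a low-count filter moved no count of called genes by over 1.5 times.

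DESeq2 called more genes. In KO at 4 weeks it called 132 in prefrontal cortex, 45 in somatosensory cortex, 9 in hippocampus, 978 in striatum, among them all 516, 200 in thalamus and 29 in substantia nigra, and at 12 weeks 12, 17, 4, 16 and 13 outside striatum. In HET it called 3 in 4-week somatosensory cortex, 27 in hippocampus, 2 in striatum, 387 in thalamus (379 higher) and 20 in substantia nigra, and 2 in 12-week somatosensory cortex and 22 in thalamus. For the difference between ages it called 1, 1, 2, 2, 2 and 17 in the order of the regions. In simulated 4-week striatum its false calls were 18.1%, against 5.26% for edgeR. That simulation used the spread estimated by edgeR, so it does not show that the added DESeq2 calls are false. In the real 4-week striatum other splits of the libraries gave up to 2369 edgeR calls, so these shares need not hold there.

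With only the 2 genotypes compared, which leaves fewer libraries to estimate the spread, KO calls at 4 weeks were 1 in prefrontal cortex, 1 in somatosensory cortex, 174 in striatum, 173 of them shared, and 1 in thalamus, and at 12 weeks 1 in prefrontal cortex and 3 in thalamus. With 1 surrogate variable they were 4 in 4-week prefrontal cortex, 27 in 12-week prefrontal cortex and 2 in 12-week hippocampus, and in HET 2 in 4-week hippocampus and 1 in 4-week substantia nigra. Akap11 in HET was called with this variable in 4-week hippocampus (-0.88) and substantia nigra (-0.99), and by DESeq2 in 4-week hippocampus (-0.81). With the library subset covariate 1 gene was called in 4-week prefrontal cortex KO, and with both covariates 1015 in 4-week striatum, 478 of them shared. With limma-voom and the animal as a random block the striatum difference at 4 weeks held 364 genes.

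The replicate block at 12 weeks gave 6 KO calls in prefrontal cortex, 8 in somatosensory cortex, 992 in striatum and 2 in substantia nigra, and 3 HET calls in thalamus. Replicate numbers were not shown to pair the libraries. Of 30 pairs of KO and WT with the same number, 10 had a correlation of residuals over 0.1 (range -0.283 to 0.460), and 0 of 6 regions had every pair over it. The count was 3 of 5 pairs in prefrontal cortex and 0 of 5 in substantia nigra. A component shared by number in some regions is therefore not excluded. Calls lost with the block are no sign of weaker effects.

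Gene list calls were 1 under fry and 0 with an estimated correlation for KO, and 0 under either for HET.

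Leaving out each library in turn gave, for KO at 4 weeks, 1 to 193 calls in prefrontal cortex, 1 to 42 in somatosensory cortex, 1 to 3 in hippocampus, 263 to 1141 in striatum, 1 to 129 in thalamus and 1 to 3 in substantia nigra. At 12 weeks the ranges were 1 to 4, 2 to 5, 1 to 3, 428 to 891, 1 to 4 and 2 to 11. For HET they were 1 to 3 in 4-week somatosensory cortex, 1 to 2 in striatum, 1 to 91 in thalamus and 0 to 1 in substantia nigra, and 0 to 1 in 12-week thalamus. The age difference in substantia nigra gave 0 to 3, and the striatum difference at 4 weeks 168 to 904. Akap11 in HET ranged from -0.89 to -0.62 in 4-week substantia nigra and from -0.84 to -0.73 in 12-week thalamus.

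Of 61 calls of named genes, 45 were called under all alternatives run. Calls were lost for 3 of 61 with relative log expression factors, 4 of 61 without the filter, 0 of 57 with DESeq2, 10 of 54 with the 2 genotypes, 5 of 57 with the surrogate variable, 2 of 28 with the subset covariate, 4 of 55 with the cortical covariate, 1 of 27 with both covariates, 1 of 29 with the block and 3 of 4 with limma-voom. Of 611 values that left out a library, 56 lost the call, and 1 reversed, that of Ttr without the 12-week striatal library KO 4, at -0.31 (range without 1 library -0.31 to 5.70). Depth limits the genes below 1 CPM, and in 4-week substantia nigra simulated changes of 0.5 were recovered in 7.07%.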

Other observations

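The test of direct-pathway neurons was chosen only after the result was seen.

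Genes called in striatal KO were followed in the other regions with fry, signed by their striatal direction. They moved in that direction in 4 of 10 comparisons, 4-week somatosensory cortex (adjusted p 0.0304), 12-week prefrontal cortex (0.0304), 12-week somatosensory cortex (8.2e-05) and 12-week substantia nigra (0.0474). The same sign was found for 68.8%, 64.4%, 60.9% and 55.8% of the genes, against 58.9%, 55.6%, 55.3% and 52.9% of all genes. Striatal changes may be present at smaller size in other regions, but 6 of the 10 comparisons did not pass, so this stays open. Of these 6, 3 leaned the other way, with the same sign in 46.4% of the genes in 4-week prefrontal cortex (49.7% of all genes), 47.6% in 4-week substantia nigra (50.1%) and 47.8% in 12-week thalamus (50.4%). The genes and their signs were chosen in striatum, largely from animals whose other regions are tested here if equal numbers name 1 animal, and fry takes no account of variation shared by an animal.

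Sequence variants linked to the mutant allele could bring calls near Akap11. Within 10 Mb of it, 4 of 80 genes were called in striatum at 4 weeks (5%, against 3.34% elsewhere), and 4 of 82 at 12 weeks (4.88%, against 4.50%). The smallest adjusted p of Fisher's exact test (two-sided) was 0.690, so no excess of calls near Akap11 was shown. With only 4 calls in the window at each age, the test cannot exclude one. Outside this window lay 496 and 676 calls. How far the linked interval extends was not measured.

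In 12-week striatum 7 of 10 direct-pathway genes were higher in KO, 3 of them by more than 2 SE, and 2 of 9 indirect-pathway genes were higher. A higher share of direct-pathway neurons would raise that list as a whole, and Drd1 changed by -0.07. Among indirect-pathway genes 1 was higher and 4 were lower by more than 2 SE. The tables argue against a higher share as the cause, and a change of expression within these neurons was not tested.

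The lower early genes in 4-week KO somatosensory cortex may follow the state of the animal at collection. Taking libraries of 1 genotype and age with the same replicate number as 1 animal, which the labels do not state, over 14 animals with both regions at 4 weeks the deviations of the early gene scores from their group means in somatosensory cortex and striatum correlated with Pearson r 0.794 (permutation p 0.00082, adjusted 0.00164) and Spearman rho 0.767 (permutation p 0.00185, adjusted 0.0037), and with r 0.768 without the 2 farthest animals. Without the animals in the library subset, 9 remained, with r 0.629 (exact permutation p 0.0714). At 12 weeks r was 0.471 (permutation p 0.0778) and rho 0.489 (permutation p 0.0669) over 15 animals, and r was 0.695 without the 2 farthest. The tests were two-sided and the relations 2 in number, with 100000 resamples except where exact. These deviations have the genotype means removed, so they do not show whether state or genotype set the KO mean. That mean was 4.69 ± 0.258 in KO somatosensory cortex against 5.42 ± 0.279 in WT, and 5.27 ± 0.277 against 5.31 ± 0.484 in striatum (SD, n = 5). The explanation stays open.

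The 16 libraries at 4 weeks with few whole-number values may have had a different counting step. The difference between them and the others correlated between somatosensory cortex and striatum with a Spearman rho of 0.654 across genes, which are not independent replicates. Over all pairs of regions it ranged from 0.248 to 0.690. Somatosensory cortex and striatum share the numbers WT 914 and KO 12 in this subset, and thalamus and somatosensory cortex, which share none, had 0.509. With the subset compared in each region, 24 genes were called in all 6 regions. The hippocampus subset is 1 library, assumed to vary like the others, so its calls and correlations include whatever is peculiar to that library. The genes called were 4038 in prefrontal cortex, 3840 in somatosensory cortex, 50 in hippocampus, 1827 in striatum, 285 in thalamus and 399 in substantia nigra.

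Other splits of the same libraries into groups of the same sizes were counted, 100 for each comparison with the real one included. For KO at 4 weeks, 3 splits in prefrontal cortex, 8 in somatosensory cortex, 8 in hippocampus, 4 in thalamus and 4 in substantia nigra gave as many genes, and at 12 weeks 2, 1, 7, 2 and 2. Chance is not excluded for the count in 4-week somatosensory cortex. In hippocampus the only gene called at either age was Akap11, which a count of 1 does not weigh, and each KO library lay below each WT library for it, so chance is excluded for that gene. For HET the splits were 6 in prefrontal cortex, 3 in somatosensory cortex, 2 in striatum and 3 in thalamus at 4 weeks, and 4, 3, 4, 5, 6 and 6 at 12 weeks. The only gene called in each was Akap11, with each HET library below each WT library, so a count of 1 in other splits does not leave chance open for it. In 4-week hippocampus and substantia nigra HET, where 0 genes were called by edgeR (1120 and 1443 at an unadjusted p under 0.05, and 27 and 20 by DESeq2), 100 of 100 splits gave as many by construction, which tests nothing. For the difference between ages, counted at an unadjusted p under 0.05, they were 38, 75, 73, 41, 38 and 21 in the order of the regions, and chance is not excluded in any region.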
